A study of Mus musculus with 12 samples.

How the data were processed

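Adult mouse hearts of 2 genotypes, WT and Rpl3l knockout (KO), were measured in 2 fractions with 3 biological replicates each, 12 libraries in all. Per the labels' protocols, hearts for the IP fraction were treated with cycloheximide when excised and homogenised in a buffer with detergent and heparin, and ribosomes were pulled down with an anti-HA antibody on magnetic beads. RNA of the IP fraction was purified on columns (RNeasy) and Input RNA with TRIzol, per the labels. Both were enriched for poly(A) RNA with oligo(dT) beads, made into barcoded nanopore direct cDNA libraries and run multiplexed on a MinION. Purification method and fraction therefore change together. The labels do not say whether an Input and an IP library share a heart or a piece of tissue, nor which cells carry the tag. The deposited files hold 1 integer count per gene and library, and the labels name no aligner, counting tool, counting rule or genome build. Each file lists 55401 gene IDs. Of these, 55141 matched GENCODE M21 (build GRCm38) without their version and 54349 with it, and gene names, biotypes, transcript lengths and coordinates were taken from there. The transcript length of a gene is that of its longest annotated transcript, for protein-coding genes among protein-coding transcripts only.

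Of the 55401 genes, 38803 were 0 in every library, among them 5507 of 5614 lincRNA genes and all 37 genes of the mitochondrial chromosome, Malat1 and Xist, and those genes were not analysed here. Protein-coding genes took between 96.4% and 98.0% of the counts. Library totals ran from 169359 to 710868 counts, and 3 counts in a library stand for 4.22 to 17.7 CPM.

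Counts were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1). Genes passing filterByExpr (minimum count 10, minimum total 15) were kept, 6596 in all, TMM factors were computed, and a quasi-likelihood model with 1 mean per group was fitted to all 12 libraries (common dispersion 0.0333, a biological coefficient of variation of 18.2%). There were 5 contrasts: KO against WT in Input, KO against WT in IP, IP against Input in WT, IP against Input in KO, and the interaction (the KO minus WT difference of the log2 IP to Input ratio). P values were adjusted by Benjamini and Hochberg within each contrast with a threshold of 0.05, and the SE of a log2 fold change was its size divided by the square root of F. CPM values are TMM-scaled. Where 3 libraries are compared with 3, a rank test has a smallest exact p of 0.10, so significance rests on the edgeR model. Where all libraries of a group were at 0, a fold was taken against 3 counts over the group. Confidence intervals of pooled counts are exact 95% intervals, which cover counting error only and not differences between libraries.

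Of 28 gene lists written by hand for this work, those with at least 5 tested members (22) were tested with camera from limma, with a preset inter-gene correlation of 0.01, and again with the correlation estimated for each list. The number of members past the threshold is given over all genes and adjusted over the list alone. Genes named in the text were chosen by a fixed rule. The rule takes Rpl3l and Rpl3, and per contrast up to 8 genes in each direction with the largest log2 fold change. Those had adjusted p under 0.05, libraries of the groups not overlapping (for the interaction the adjusted p alone) and mean CPM of at least 20. It also takes up to 3 called members of each list with the smallest p (or the 1 with the smallest p), and the heart genes Nppa, Nppb, Myh6, Myh7, Myl2, Ttn, mt-Co1 and Atp2a2. Other genes named (such as Fos and Btg2 in Input, Postn in IP, Eif4g1, Eef1a2, Pfkp, Rsrp1 and Ddx17) were chosen after their values were seen. The groups, contrasts, lists, naming rule, thresholds and all but 3 of the alternatives were fixed before the data were examined.

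The alternatives were DESeq2 size factors (DESeq2 1.42.0), library totals, no count filter, a stricter filter (30 counts in 3 libraries), the DESeq2 and limma-voom tests, fits of only the compared libraries, the replicate number as a block, libraries thinned to the smallest total, mitochondrial-chromosome genes left out, and each library left out in turn. Added after the data were seen were leaving out KO Input replicate 3 and WT Input replicate 3 together, leaving out globin genes, Lars2 and 57-bp loci, and removing the trend with transcript length (loess span 0.5). That trend was fitted on the more abundant genes, ribosomal protein genes included, so their fall in IP is part of the trend removed. Whether replicate numbers pair libraries was checked first. Correlations of libraries with the same number ran from -0.254 to 0.106, and the own number was the best match in 5 of 18 cases, so no pairing was used. Each contrast was refitted on every other split of its libraries, 10 splits each, and 100 drawn splits for the interaction.

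The test was tried on simulated counts with known changes. Of genes changed by a log2 fold of 1 and of 2, it recovered 35.7% and 83.8% for KO against WT in Input (6491 genes), 47.5% and 95.0% in IP (6483 genes), 42.9% and 92.7% for IP against Input in WT (6460 genes), 37.5% and 85.0% in KO (6482 genes), and 11.0% and 60.8% for the interaction (6497 genes). The simulated spread of a gene followed its abundance alone, without the added scatter of single genes, so these shares may be too high. Unchanged genes called numbered 5, 9, 11, 2 and 1 in the same order of contrasts. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 made the annotation table and the figures.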

Results

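Ribosome-bound and total poly(A) RNA from adult mouse hearts were compared between wild-type (WT) animals and animals lacking Rpl3l (KO), the paralog of the ribosomal protein gene Rpl3 that striated muscle expresses. Ribosomes were captured with an antibody against the HA tag, which gave the IP libraries, and total RNA from heart homogenates gave the Input libraries. Each of the 4 groups (WT and KO, IP and Input) held 3 libraries, sequenced as nanopore direct cDNA, and the values are read counts per gene. The WT IP libraries held 678276, 684762 and 549358 counts, and the KO IP libraries 443525, 710868 and 569900. The WT Input libraries held 443177, 425571 and 356705 counts, and the KO Input libraries 291040, 289594 and 169359. The smallest library, KO Input replicate 3, detected 10311 genes, and a gene at 0 there could lie at up to 17.7 CPM (counts scaled by library size), from 3 counts. The gene table listed 55401 genes, of which 38803 had no count in any library, including all 37 genes of the mitochondrial chromosome. Of the remainder, 6596 passed the count filter and were tested. Globin transcripts took between 1.70% and 17.2% of a library's counts, with the highest shares in WT IP replicate 2 and in WT Input replicate 3 (13.8%). Ddx3y and Eif2s3y, genes of the Y chromosome, had counts in all 12 libraries. Levels below are CPM after TMM scaling, as mean ± SD of 3 libraries, and log2 fold changes with their standard error (SE) and adjusted p are from edgeR.

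The comparison of KO with WT hearts asks which transcripts differ in the tissue (Input) and on its ribosomes (IP) when Rpl3l is missing. Rpl3l itself (ENSMUSG00000002500.15, chromosome 17, 24727820 to 24736143, mouse build GRCm38) fell in both fractions, and Rpl3 (ENSMUSG00000060036.14, chromosome 15, 80077791 to 80091868) rose in both. In Input, Rpl3l went from 269.6 ± 43.9 CPM in WT to 48.9 ± 20.9 CPM in KO, a log2 fold change of -2.46 (SE 0.27, adjusted p 1.77e-05). On ribosomes it went from 272 ± 2.75 to 4.42 ± 3.37 CPM, a log2 fold change of -5.84 (SE 0.33, adjusted p 9.27e-12). From pooled counts, KO Input kept 18.1% of the WT level of Rpl3l (exact 95% interval 12.3% to 25.9%, 34 against 297 counts). KO IP kept 1.64% (0.705% to 3.26%, 8 against 496 counts). The 8 counts were 1, 2 and 5 in KO IP replicates 1 to 3. Without KO IP replicate 3 the log2 fold change was -6.60. Rpl3 rose from 241 ± 18.7 to 463 ± 34.4 CPM in Input (1.93-fold, log2 fold change 0.95, SE 0.17, adjusted p 0.0102) and from 89.1 ± 13.4 to 228 ± 18.7 CPM in IP (2.55-fold, log2 fold change 1.35, SE 0.18, adjusted p 0.000171). All 3 KO libraries lay above all 3 WT libraries for Rpl3 in either fraction, the clearest separation that 3 against 3 libraries allow (exact p 0.10 by rank). In WT IP there were 306 Rpl3l counts per 100 Rpl3 counts (95% interval 256 to 368), and in KO IP 1.98 (0.849 to 3.94). In total RNA the ratio was 112 in WT Input (94.6 to 133) and 10.5 in KO Input (7.12 to 14.9). The fall of Rpl3l in both fractions and the rise of Rpl3 in IP stayed past the threshold without any single library. The rise of Rpl3 in Input lost its call without WT Input replicate 1 (adjusted p 0.118) or KO Input replicate 1 (adjusted p 0.0648), with a range over 19 alternatives from 0.00167 to 0.118. The 2 genes are close in sequence, and how reads shared between them were assigned is not given in the sources used here.

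**Figure D1:**
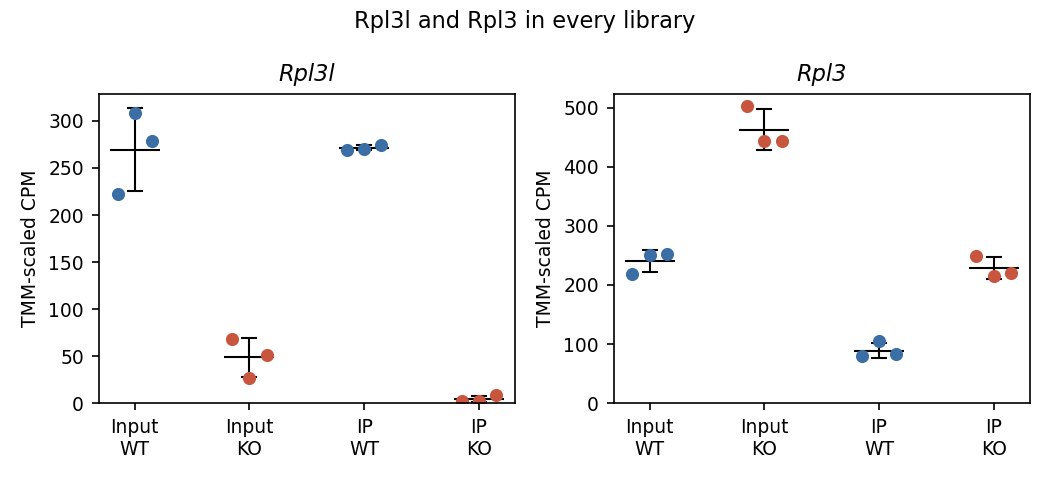
TMM-scaled CPM (y axis) of Rpl3l and Rpl3 in each library (points, blue for WT, red for KO) by fraction and genotype (x axis), with the mean and SD of 3 libraries in black. On ribosomes Rpl3l falls from a mean of 272 CPM in WT to 4.42 CPM in KO. In Input Rpl3l also falls from WT to KO, to a mean of 48.9 CPM, and Rpl3 is higher in KO in both fractions.

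In total heart RNA, immediate early genes were higher in KO than in WT. These are the transcription factors and regulators that cells induce within minutes of a stimulus. Which stimulus raised them, and whether it came from the loss of Rpl3l or from the handling of the hearts, was not tested. Of the 14 tested members of the immediate early list, 5 rose and none fell, and 11 rose when adjusted over the list alone. Egr1, a zinc-finger transcription factor, went from 31.2 ± 29.2 to 281 ± 163 CPM (log2 fold change 3.23, SE 0.53, adjusted p 0.00312), and the nuclear receptor Nr4a1 from 26.9 ± 14.5 to 196 ± 109 CPM (2.88, SE 0.44, adjusted p 0.00174). Junb, a subunit of the AP-1 transcription factor, rose 4.49-fold (log2 fold change 2.17, SE 0.36, adjusted p 0.00312), and Ier2 3.42-fold (1.77, SE 0.36, adjusted p 0.0288). Zfp36, which promotes decay of mRNAs with AU-rich elements, rose 3.40-fold (adjusted p 0.0430). Fos had a log2 fold change of 2.56 and Btg2 of 1.85 without passing over all genes. The list median was 1.39, and the list moved up as a set by camera (adjusted p 1.32e-25), a call that held with an estimated correlation (adjusted p 0.00916). Other transcripts that rose in KO Input were Apold1, an endothelial early-response gene (3.30, SE 0.67, adjusted p 0.0288), Sgk1, a serum- and glucocorticoid-induced kinase (1.90, SE 0.35, adjusted p 0.0108), and the matricellular genes Ccn1 (2.11, SE 0.32, adjusted p 0.00174) and Ccn2 (1.39, SE 0.28, adjusted p 0.0288). Besides Rpl3l, only Thrap3, a splicing and transcription cofactor, fell among the genes past the threshold (log2 fold change -2.04, SE 0.41, adjusted p 0.0288).

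With edgeR, 12 of the 6596 genes passed in this comparison, 10 higher and 2 lower in KO, and 469 had an unadjusted p under 0.05. The count was 4 without WT Input replicate 1 and 5 without KO Input replicate 3, the shallowest library. Egr1 then had adjusted p 0.0690 and 0.0635, and 0.0787 with DESeq2, the highest of 19 alternatives (lowest 5.30e-20). Its log2 fold change ranged from 2.69 to 4.16 over these alternatives. Nr4a1, Junb and Ccn1 kept their call without any single library, and Apold1, Sgk1, Ier2, Zfp36, Ccn2 and Thrap3 each lost it without at least 3 of the 6 libraries in turn. Without WT Input replicate 1 their adjusted p was 0.208, 0.118, 0.256, 0.137, 0.118 and 0.160. Apold1 then had a log2 fold change of 2.67, the lowest of 17 alternatives (highest 4.11). The excess of higher genes did not hold throughout, with 7 higher and 10 lower without WT Input replicate 2, and 23 higher and 54 lower with no count filter.

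**Figure D2:**
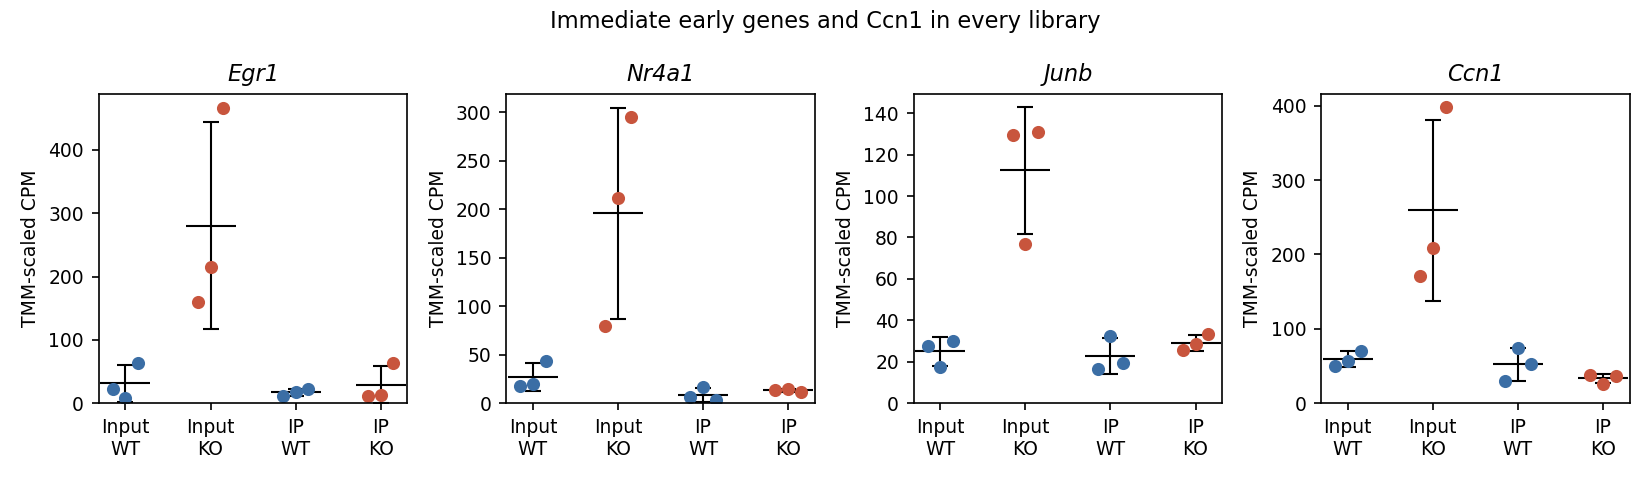
TMM-scaled CPM (y axis) of Egr1, Nr4a1, Junb and Ccn1 in each library (points, blue for WT, red for KO) by fraction and genotype (x axis), with the mean and SD of 3 libraries in black. All 3 KO Input libraries lie above all 3 WT Input libraries for the 4 genes, with mean Egr1 of 281 against 31.2 CPM.

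Other gene groups moved less in total RNA. Fatty acid uptake and oxidation genes were lower as a set in KO Input, with a median log2 fold change of -0.12 over 32 members (adjusted p 0.0109; 0.104 before adjustment with an estimated correlation). None of them passed alone and 2 were lower when adjusted over the list alone, and Pdk4, the kinase that restrains pyruvate oxidation, had the smallest p (log2 fold change -1.23, SE 0.30, adjusted p 0.110). Without WT Input replicate 2 this set call ended (adjusted p 0.110). Markers of other cell types moved too. Atrial cardiomyocyte markers were higher as a set (median 0.29, adjusted p 0.0433; estimated correlation p 0.102), as were fibroblast markers (median 0.21, adjusted p 0.0433; estimated correlation p 0.0752). Adipocyte markers were lower (median -0.64, adjusted p 0.0433; estimated correlation p 0.300), and without WT Input replicate 3 their median was -0.01 (adjusted p 0.898), with the call also lost without WT replicate 1 or KO replicate 3 (0.116 and 0.0801). Without 1 library in turn, the atrial call ended in 3 cases (WT replicates 1 and 2, KO replicate 2; adjusted p 0.0931, 0.0969 and 0.182). The fibroblast call ended in 3 cases as well (WT replicate 2, KO replicates 1 and 3; 0.110, 0.223 and 0.0801). Endothelial markers (median 0.26, adjusted p 0.0706) and erythroid markers (-0.80, 0.0603) passed only under other settings, such as library totals (0.0439 and 0.0347). No member of the atrial, fibroblast and adipocyte lists passed over all genes, and adjusted over the list alone 1 atrial marker (higher) and 1 adipocyte marker (lower) did. The heart failure and myosin genes did not pass: Nppa had a log2 fold change of 0.47 (SE 0.26), Nppb 0.54 (SE 0.25), Myh6 -0.28 (SE 0.18) and Myh7 -0.70 (SE 0.40). The Myh7 value rests on KO Input replicate 3, which had 3 counts (17.0 CPM, against 282 and 358 in KO replicates 1 and 2), and without it was -0.23. Cardiac stress and fetal programme genes as a set had a median of 0.21 (adjusted p 0.0603, and 0.0439 under library totals), with 2 of 20 higher, Ccn1 and Ccn2, and none lower. The structural and calcium-handling genes Ttn (-0.29, SE 0.18), Myl2 (-0.10, SE 0.17) and Atp2a2 (0.09, SE 0.17) did not pass either, and the mitochondrial mt-Co1 was listed at 0.

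On ribosomes, 6 genes differed between KO and WT, 2 higher and 4 lower, and 343 had an unadjusted p under 0.05. Apart from Rpl3 and Rpl3l, Plac9b rose 3.46-fold (log2 fold change 1.79, SE 0.35, adjusted p 0.0332). Rbp7, an adipose and endothelial retinol-binding protein, fell from 78.8 ± 11.2 to 22.1 ± 7.16 CPM (-1.77, SE 0.30, adjusted p 0.0104). Ankrd1, a stress-responsive cofactor at the sarcomere, fell from 2257 ± 579 to 1067 ± 129.6 CPM (-1.08, SE 0.20, adjusted p 0.0245), and the 57-bp annotated miRNA locus Gm24270 had a log2 fold change of -1.12 (SE 0.22, adjusted p 0.0332). Whether reads of Plac9b and Gm24270 were told apart from related loci is not given in the sources used here. The immediate early genes that rose in Input did not pass in IP: Egr1 had a log2 fold change of 0.79, Nr4a1 of 0.59 and Junb of 0.38. The Egr1 value rests on KO IP replicate 3, at 63.2 CPM. KO IP replicates 1 and 2 had 11.7 and 13.1 CPM, and the WT IP libraries 11.8, 17.1 and 22.9. None of the 14 list members passed in IP, over all genes or adjusted over the list alone. The list as a set was higher (median 0.39, adjusted p 0.0164), a call lost with an estimated correlation (p 0.153) and without WT IP replicate 1 or KO IP replicate 2 (adjusted p 0.0831 and 0.0783). The count of genes past the threshold was 2 without WT IP replicate 1, and 3 without WT IP replicate 2 or without KO IP replicate 3. Ankrd1 then had adjusted p 0.627 without WT IP replicate 1, and 0.104 when scaled by library totals, and passed in 14 of 19 alternatives. Without WT IP replicate 1 Rbp7, Plac9b and Gm24270 had adjusted p 0.0545, 0.700 and 0.664. Rbp7 also lost its call without WT IP replicate 2 (adjusted p 0.0773), without KO IP replicate 3 (0.0525) and in thinned libraries (log2 fold change -0.77, adjusted p 0.997). Plac9b and Gm24270 each lost their call without at least 5 of the 6 IP libraries in turn.

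Cardiac stress and fetal programme genes were lower as a set on KO ribosomes (median -0.24 over 20 members, adjusted p 0.000198). With an estimated correlation the set had p 0.00331 and adjusted p 0.0728, above 0.05. Ankrd1 was its only member past the threshold over all genes, and 2 were lower when adjusted over the list alone. Acta1 (-0.78), Nppa (-0.68), Nppb (-0.61) and Postn (-0.61) had negative log2 fold changes that did not pass. Myh6 (0.35, SE 0.18), Myh7 (0.14, SE 0.38), Myl2 (-0.18, SE 0.17), Ttn (0.27, SE 0.18) and Atp2a2 (-0.09, SE 0.17) did not pass in IP either. Erythroid genes had the largest set median, -1.26 over 8 members (adjusted p 0.000112; estimated correlation p 0.109), with no member past over all genes and 3 lower adjusted over the list alone. This followed WT IP replicate 2, with 17.2% globin counts: without it the median was -0.15 (adjusted p 0.818). Scaling by library totals moved the median of all genes by 0.12 in this comparison, more than the size of the next 3 list medians. Cytosolic ribosomal protein genes (median 0.08, adjusted p 0.00497) had the opposite sign without WT IP replicate 2 (median -0.02, adjusted p 0.907) and lost the call without WT IP replicate 1 (0.197). Respiratory chain genes (median -0.09, adjusted p 0.00449) and mitochondrial ribosomal protein genes (-0.10, 0.0199) turned to 0.02 and 0.02 under library totals (adjusted p 0.142 and 0.0795). The median of all genes was 0.12 there, so both lists stayed below it and their change of sign says little. All 3 calls were lost with an estimated correlation (p 0.479, 0.479 and 0.362), and the 2 mitochondrial calls also without KO IP replicate 2 (adjusted p 0.937 and 0.679). Fibroblast markers were higher as a set (median 0.18, adjusted p 0.0175; estimated correlation p 0.0585), with no member past over all genes or adjusted over the list alone, and the call ended without WT IP replicate 1, WT IP replicate 2 or KO IP replicate 1 (adjusted p 0.0523, 0.134 and 0.181). Without WT IP replicate 2, 2 lists passed in place of 7.

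Across the 6596 genes, the genotype effects in Input and in IP were not correlated beyond what relabelled libraries gave. Pearson's r was -0.0287 and Spearman's rho -0.0296, and 28 of 100 relabellings gave an r at least as large in size, with a range of -0.0566 to 0.0566. Genes are not independent replicates, so the relabelled libraries serve as the comparison.

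The test of the difference itself asks for which transcripts the IP to Input ratio changed between genotypes, and 6 genes passed it, 2 higher and 4 lower in KO. The ratio fell in KO for Rpl3l (log2 difference -3.38, SE 0.52, adjusted p 0.00538), Ccn1 (-2.76, SE 0.48, adjusted p 0.0112), Rbp7 (-2.59, SE 0.45, adjusted p 0.0112) and Gm24270 (-1.62, SE 0.32, adjusted p 0.0464), and rose for Thrap3 (2.61, SE 0.48, adjusted p 0.0222) and the centrosomal gene Cep68 (2.67, SE 0.54, adjusted p 0.0464). Ccn1 rose in KO Input to 259 ± 122 CPM and stood at 33.4 ± 6.24 CPM in KO IP, against 52.0 ± 22.0 in WT IP. Thrap3 stood at 13.3 ± 3.21 CPM in KO Input and 81.5 ± 3.04 CPM in KO IP, against 54.0 ± 9.51 and 55.0 ± 9.56 in WT. Immediate early genes had a lower ratio in KO as a set (median -0.95, adjusted p 2.63e-06), and with an estimated correlation p 0.0204 and adjusted p 0.224. No member passed over all genes and 4 had a lower ratio adjusted over the list alone, and under a stricter count filter the set call ended (adjusted p 0.151). Cardiac stress genes also had a lower ratio (median -0.24, adjusted p 7.11e-05; with an estimated correlation p 0.00300 and adjusted p 0.0660), with 1 lower over all genes and 5 adjusted over the list alone. Cytosolic ribosomal protein genes had a median of 0.09 (adjusted p 0.0490; estimated correlation p 0.560), with no member past the threshold. That call ended in 10 of 18 alternatives, 7 of them among the 12 that leave out 1 library, such as KO Input replicate 3 (median 0.01, adjusted p 0.720) and WT IP replicate 2 (0.622). Among the genes, Gm24270 passed in 6 of 23 alternatives (log2 difference -0.92 with the length trend removed, adjusted p 0.414) and Cep68 in 5 of 22. The gene count was 1 without WT Input replicate 1 (Ccn1, Rbp7, Thrap3, Cep68 and Gm24270 then at adjusted p 0.0746, 0.0652, 0.116, 0.143 and 0.143) and 1 with limma-voom (Rpl3l adjusted p 0.376, the highest of 24 alternatives, and 0.0503 without KO Input replicate 1). It was 3 without WT IP replicate 3, and 0 with libraries thinned to the smallest total, where 197 genes had an unadjusted p under 0.05.

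The comparison of IP with Input asks which transcripts the pulldown enriched or depleted within a genotype. RNA for the fractions was extracted by different methods, and cycloheximide and a buffer with detergent and heparin are described for the IP hearts. Treatment of the hearts and extraction are therefore part of each difference, which is not a measure of ribosome binding alone. In WT hearts 926 genes differed, 354 higher and 572 lower in IP. With each library left out in turn the count ran from 601 to 686. The 601, without WT Input replicate 1, were 185 higher and 416 lower. Among the lower genes, mRNAs of the translation machinery stood out. Of 76 cytosolic ribosomal protein genes, 72 were lower in IP, none higher and 4 not past the threshold, and 73 were lower adjusted over the list alone. Their median was -1.46, and the set was lower by camera (adjusted p 2.58e-113), also with an estimated correlation (adjusted p 0.00789). Rps12 went from 683 ± 38.2 CPM in Input to 107 ± 29.3 in IP (log2 fold change -2.67, SE 0.20, adjusted p 2.85e-09), Rpl22 from 453 ± 73.7 to 79.7 ± 8.83 (-2.50, SE 0.20, adjusted p 3.88e-09) and Rpl39 from 829.7 ± 122 to 161 ± 20.7 (-2.36, SE 0.19, adjusted p 3.88e-09). Rpl3 was 2.70-fold lower (log2 fold change -1.43, SE 0.18, adjusted p 3.48e-06), whereas Rpl3l had a log2 fold change of 0.01 (SE 0.19). Among 30 translation factors 11 were lower and 4 higher, the same 11 in number and 6 higher adjusted over the list alone (median -0.30, adjusted p 0.0261; estimated correlation p 0.0224, adjusted 0.132). Tpt1, a translationally controlled growth protein (-2.16, SE 0.22, adjusted p 1.04e-07), the elongation factors Eef1a1 (-1.73, SE 0.19, adjusted p 2.91e-07) and Eef1b2 (-1.20, SE 0.19, adjusted p 6.18e-05) fell. The scaffold Eif4g1 (1.11) and the muscle elongation factor Eef1a2 (0.70) rose. This set call ended with an estimated correlation, without WT Input replicate 2 (adjusted p 0.0573) and under library totals (0.0580). Under library totals 7 of the 30 translation factors were lower and 4 higher.

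Markers of atrial cardiomyocytes and adipocytes were lower in WT IP than in WT Input. Of 10 atrial markers, 8 were lower in IP and none higher, the same numbers adjusted over the list alone (median -2.58, adjusted p 5.36e-17; 0.00432 with an estimated correlation). Nppa, the atrial natriuretic peptide precursor, went from 2941 ± 226 to 224 ± 114 CPM (-3.72, SE 0.29, adjusted p 3.88e-09), the atrial calcium-pump inhibitor Sln from 973 ± 225 to 68.8 ± 48.3 (-3.84, SE 0.31, adjusted p 3.88e-09), and the atrial myosin light chain Myl4 from 1649.7 ± 327 to 134 ± 96.9 (-3.64, SE 0.39, adjusted p 2.91e-07). Myl7, another atrial light chain, was 8.41-fold lower, and Bmp10 (57 counts in Input, 0 in IP) at least 31.4-fold lower, taking 3 counts over the group as its floor. The list median was -2.58 with Bmp10 at that bound too. Of 8 adipocyte markers 6 were lower, and 7 adjusted over the list alone (median -3.43, adjusted p 5.43e-07; estimated correlation p 0.0568). Examples are Scd1 (-3.50, SE 0.50, adjusted p 2.05e-05), Fasn (-3.50, SE 0.54, adjusted p 6.00e-05) and the brown-fat uncoupler Ucp1 (56.3-fold, exact 95% interval 14.98 to 474, 68 against 2 counts, adjusted p 0.000275), whose levels varied between WT Input libraries. The airway secretory genes Scgb1a1 and Bpifa1 had 104, 8 and 963 and 58, 5 and 382 counts in the WT Input libraries and 0 in IP, at least 593-fold and 245-fold lower (84.6-fold and 47.6-fold without WT Input replicate 3). This difference was not past the threshold with limma-voom (adjusted p 0.369 and 0.292, and 0.167 for Ucp1). Markers of other cell types did not pass as sets: endothelial markers had 4 lower and 2 higher of 17 (adjusted p 0.163), fibroblast markers 1 higher of 14 (0.288), mural cell markers 1 lower of 9 (0.598) and macrophage markers none of 15 (0.978). Adjusted over the list alone these were 5 and 2, 0, 2 lower and 1 higher, and 0. Egfl7 (-1.97, SE 0.22, adjusted p 4.07e-07) and Esam (-1.40, SE 0.30, adjusted p 0.00193) fell and Flt1, a VEGF receptor, rose (0.81, SE 0.22, adjusted p 0.0120), though not without WT Input replicate 1, WT Input replicate 3 or WT IP replicate 2 (adjusted p 0.0876, 0.0711 and 0.0599).

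Some groups were higher on WT ribosomes. Of 25 extracellular matrix genes 6 rose and none fell, as many as adjusted over the list alone (median 0.45, adjusted p 0.00131; estimated correlation p 0.0388, adjusted 0.171), among them the proteoglycan Bgn (1.40, SE 0.20, adjusted p 1.86e-05) and Fstl1 (1.16, SE 0.19, adjusted p 0.000159). Of 17 chaperones 4 rose and none fell, the same numbers adjusted over the list alone (median 0.35, adjusted p 0.000949; estimated correlation p 0.0240, adjusted 0.132), led by the cardiac small heat shock protein Hspb7 (1.32, SE 0.15, adjusted p 5.33e-07) and its partner in sarcomere maintenance Bag3 (0.88, SE 0.17, adjusted p 0.000672). Tricarboxylic acid cycle genes were higher as a set (4 higher and 2 lower of 23, 7 and 2 adjusted over the list alone, median 0.24, adjusted p 0.0230; estimated correlation p 0.0834), with Ogdh (0.62, SE 0.15, adjusted p 0.00723) and Pdhx (0.75, SE 0.19, adjusted p 0.00746) higher and Suclg1 lower (-0.87, SE 0.20, adjusted p 0.00372). Without WT Input replicate 3 this set had adjusted p 0.0566, Ogdh 0.0530 and Pdhx 0.0537. Nuclear-encoded respiratory chain genes were lower, 29 lower and 1 higher of 80 (31 and 3 adjusted over the list alone, median -0.29, adjusted p 1.03e-06; estimated correlation p 0.291), but their median turned to 0.08 (adjusted p 0.147) once the trend with transcript length was removed. Among sarcomere genes Mybpc3 rose (1.14, SE 0.17, adjusted p 3.15e-05) and Lmod2 fell (-0.87, SE 0.16, adjusted p 0.000521), and among calcium and excitation genes Jph2, which tethers the junctional membranes, rose (0.94, SE 0.19, adjusted p 0.000969). Atp2a2 rose (0.57, SE 0.17, adjusted p 0.0294) and Myh6 fell (-0.54, SE 0.18, adjusted p 0.0479), but both calls ended without any 1 of the 6 libraries (adjusted p up to 0.100 without WT Input replicate 3 and 0.192 without WT IP replicate 1). These lists did not pass as sets (adjusted p 0.428 and 0.428). Of 29 sarcomere genes 2 were higher and 4 lower (3 and 6 adjusted over the list alone). Of 26 calcium and excitation genes 4 were higher and 3 lower (8 and 3). Fatty acid oxidation genes did not pass as a set (adjusted p 0.288), though 4 of 32 were lower and none higher, the same numbers adjusted over the list alone, among them Cpt1b, the muscle carnitine palmitoyltransferase (25.9-fold, exact 95% interval 8.34 to 130.2, 47 against 3 counts, adjusted p 8.86e-05), and Fabp3 (-0.86, SE 0.22, adjusted p 0.00779; 0.181 with the length trend removed). Glycolysis genes had 5 higher and 1 lower of 18 (5 and 2 adjusted over the list alone, adjusted p 0.137), Aldoa higher (0.90, SE 0.15, adjusted p 0.000135) and Gapdh lower (-1.42, SE 0.31, adjusted p 0.00255).

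The genes with the largest differences in WT lay partly outside these groups. Lower in IP were Arl5c (27.6-fold, exact 95% interval 8.91 to 138, 50 against 3 counts, adjusted p 2.27e-05), Lgals4 (-3.90, SE 0.64, adjusted p 0.000119) and Gm28661, at 0 in IP and at least 61.2-fold lower. Higher in IP were the globin gene Hbb-bh2 (108-fold, exact 95% interval 19.1 to 4273, 178 against 1 counts, adjusted p 0.000521), Pm20d2 (29.9-fold, exact 95% interval 8.07 to 250.5, 99 against 2 counts, adjusted p 0.0171), Sla2 (25.4-fold, exact 95% interval 8.49 to 125, 126 against 3 counts, adjusted p 1.66e-05), Gm25911 (4.39, SE 0.61, adjusted p 1.32e-05), Gm10157 (2.97, SE 0.79, adjusted p 0.0120) and Gm6222 (2.54, SE 0.53, adjusted p 0.00179). Pm20d2 lost its call without WT IP replicate 3 (adjusted p 0.189) and without each WT Input library (up to 0.0703), and Gm10157 without WT Input replicate 2 or 3 (0.0750 and 0.0527). With limma-voom Hbb-bh2, Pm20d2, Gm10157 and Gm6222 did not pass. With DESeq2 Pm20d2, Gm10157 and Gm12537 did not (adjusted p 0.0660, 0.352 and 0.206). The top of the higher genes held short annotated loci and pseudogenes, such as the 57-bp miRNA locus Gm24187 (36.5 ± 19.0 against 1035 ± 196 CPM), and the pseudogene Gm12537, at 0 in Input and at least 18.7-fold higher in IP. What such reads stem from was not tested.

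**Figure D3:**
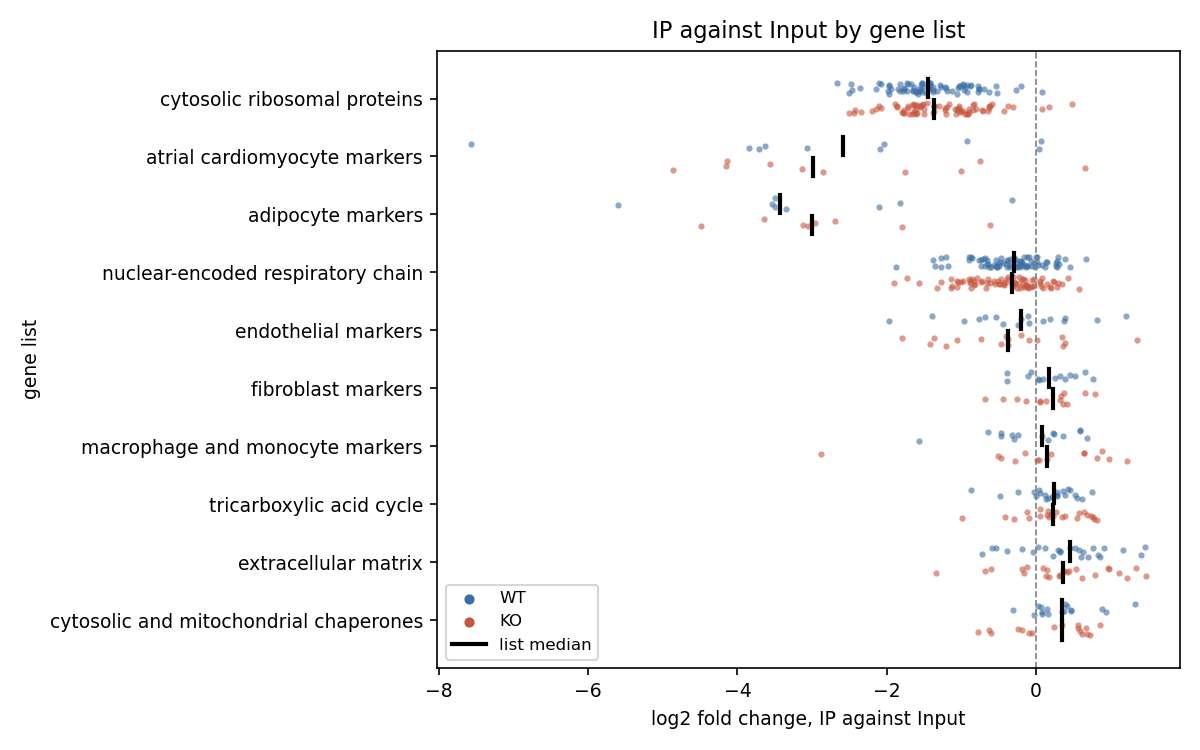
Log2 fold change of IP against Input (x axis) for each tested member (points) of 10 gene lists (y axis), in WT (blue) and KO (red) hearts, with the list median in black and Bmp10, at 0 in WT IP, drawn at its fitted value. Ribosomal protein genes (medians -1.46 and -1.36), atrial markers (-2.58 and -2.99) and adipocyte markers (-3.43 and -3.01) lie to the left of 0 in both genotypes, also under library totals, and respiratory chain genes turn above 0 when the transcript length trend is removed.

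In KO hearts 1083 genes differed between the fractions, 438 higher and 645 lower in IP. Scaling by library totals shifted the median of all genes by 0.15 and gave 599 higher and 448 lower. The groups lower in IP were largely those seen in WT. Of 76 ribosomal protein genes 71 were lower (72 adjusted over the list alone; median -1.36, adjusted p 1.78e-86, and 0.0258 with an estimated correlation), with Rps14 (-2.35, SE 0.17, adjusted p 1.32e-09) and Rpl39 (-2.44, SE 0.19, adjusted p 2.18e-09) among them. Rpl3 was 2.04-fold lower in IP (-1.03, SE 0.17, adjusted p 9.86e-05), and the Rpl3l reads left in KO hearts were 10.3-fold lower (-3.37, SE 0.48, adjusted p 1.79e-05). Of 10 atrial markers 9 were lower (9 adjusted over the list alone; median -2.99, adjusted p 4.49e-20, and 0.00435 with an estimated correlation), Nppa from 4058 ± 1109 to 139 ± 51.5 CPM (-4.86, SE 0.31, adjusted p 1.42e-10) and Sln 17.7-fold. Of 8 adipocyte markers 6 were lower (7 adjusted over the list alone; median -3.01, adjusted p 1.69e-06, estimated correlation p 0.0600). Immediate early genes were lower on KO ribosomes, 9 of 14 with none higher, and the same 9 in number adjusted over the list alone (median -1.73, adjusted p 6.69e-10, and 0.0451 with an estimated correlation). Fos, an AP-1 subunit, went from 117 ± 100.3 to 2.42 ± 2.11 CPM (-5.21, SE 0.73, adjusted p 1.60e-05), Nr4a1 from 196 ± 109 to 13.3 ± 1.49 (-3.81, SE 0.44, adjusted p 9.14e-07) and Egr1 had a log2 fold change of -3.19. The KO Input libraries also enter the comparison of KO with WT in Input, so this is not separate evidence from the rise seen there. In WT 3 of the 14 were lower, and 5 adjusted over the list alone (median -0.51, adjusted p 0.0864).

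Cardiac stress genes were lower in KO IP as a set, 7 lower and 1 higher of 20 (8 and 1 adjusted over the list alone). Their median was -0.35 (adjusted p 0.000225, and 0.0381 with an estimated correlation). Nppa is a member of both this list and the atrial list, so the stress and atrial calls are not fully separate. Nppb (-2.25, SE 0.26, adjusted p 9.84e-07) and Ccn1 (-2.94, SE 0.33, adjusted p 5.43e-07) were lower and Pfkp, a glycolytic enzyme, was higher (1.01). In WT IP 5 of the 20 were higher and 3 lower, and the set did not pass (median -0.22, adjusted p 0.428). Endothelial markers were 6 lower and 1 higher of 17, the same numbers adjusted over the list alone (median -0.38, adjusted p 0.0128; estimated correlation p 0.0223, adjusted 0.0819), with Egfl7 (-1.79, SE 0.23, adjusted p 5.25e-06) and the fatty acid binding protein Fabp4 (-1.06, SE 0.19, adjusted p 0.000235) lower and Flt1 higher (1.35, SE 0.24, adjusted p 0.000277). Genes of glucose metabolism were higher as a set, 6 higher and 1 lower of 18 (10 and 2 adjusted over the list alone; median 0.41, adjusted p 0.00297; estimated correlation p 0.0196, adjusted 0.0819), such as Ldha (0.82, SE 0.15, adjusted p 0.000419) and Aldoa (0.77, SE 0.15, adjusted p 0.000754). Tricarboxylic acid cycle genes were 8 higher and 1 lower of 23 (9 and 2 adjusted over the list alone; adjusted p 0.00289; estimated correlation p 0.0437, adjusted 0.137), with citrate synthase, Cs, at 0.81 (SE 0.15, adjusted p 0.000387). Endothelial and glucose metabolism genes did not pass the test of a difference between genotypes (adjusted p 0.207 and 0.157). Chaperones were 7 higher and 1 lower of 17 (8 and 1 adjusted over the list alone; adjusted p 0.0274; estimated correlation p 0.111) and extracellular matrix genes 7 higher and 2 lower of 25 (as many adjusted over the list alone; adjusted p 0.0124; estimated correlation p 0.0822). The chaperone call ended without KO IP replicate 1, KO Input replicate 1 or KO Input replicate 3 (adjusted p 0.0731, 0.0604 and 0.0622), and the matrix call with the length trend removed (0.0527). Respiratory chain genes were 33 lower and 1 higher of 80 (37 and 2 adjusted over the list alone; median -0.32, adjusted p 1.30e-09; estimated correlation p 0.210), and mitochondrial ribosomal protein genes 12 lower and 1 higher of 71 (13 and 1 adjusted over the list alone; median -0.21, adjusted p 0.0274; estimated correlation p 0.429). With the length trend removed these medians turned to 0.10 and 0.04, and neither set passed. The mitochondrial ribosomal protein call also ended without KO IP replicate 2, KO Input replicate 1 or KO Input replicate 2 (adjusted p 0.185, 0.284 and 0.0941), and under library totals (0.0629). Among the largest single differences in KO, Arl5c (27.4-fold, exact 95% interval 8.58 to 139.9, 32 against 3 counts, adjusted p 4.84e-05), Lgals4 (-3.89, SE 0.63, adjusted p 9.07e-05) and the adipocyte carbonic anhydrase Car3 (-3.64, SE 0.71, adjusted p 0.000805) were lower in IP. Lrrc15 (16.7-fold, exact 95% interval 4.49 to 140.3, 86 against 2 counts, adjusted p 0.000767), Zbtb16 (3.32, SE 0.73, adjusted p 0.00223), Gas7 (8.04-fold, exact 95% interval 2.63 to 40.05, 62 against 3 counts, adjusted p 0.0105) and Stk24 (2.88, SE 0.71, adjusted p 0.00579) were higher, as were Vdac3-ps1 (3.15, SE 0.63, adjusted p 0.000987), Gm25911 (2.93, SE 0.64, adjusted p 0.00224), Gm24187 (5.41, SE 0.39, adjusted p 9.95e-10) and Hbb-bh2, at 0 in Input and at least 10.1-fold higher in IP (4.94-fold without KO IP replicate 1). With limma-voom Car3, Lrrc15, Zbtb16, Gas7, Stk24, Vdac3-ps1 and Hbb-bh2 did not pass, nor did Vdac3-ps1 with DESeq2 (adjusted p 0.117). Gas7 also lost its call without KO Input replicate 1 or KO IP replicate 1 (adjusted p 0.0752 and 0.0583), and Hbb-bh2 without KO Input replicate 1 or 2 (0.0555 and 0.0624).

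The IP to Input differences of the genotypes overlapped. Of the genes higher in IP, 166 were shared between WT and KO, where independent calls would give 23.5, and of those lower 360 were shared, where independent calls would give 55.9. No gene was called in opposite directions, and across genes the log2 fold changes of WT and KO correlated with Pearson's r of 0.658, with genes not independent of each other.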

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

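The tests of explanations for the Rpl3l reads in KO Input and the drawn splits were chosen after the results were seen, and the interaction tests were planned. The repeats without 1 library, 1 gene or Rpl3l were added after the first values of those tests were seen, as was the test of reads from WT IP gene by gene, which took the place of a pooled share that did not decide.

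The genes below stand out because their KO against WT difference was not the same in IP as in Input, by the edgeR interaction test with 3 libraries per group. The log2 IP to Input ratio was lower in KO than in WT for Rpl3l, by -3.38 (SE 0.52, adjusted p 0.00538), for Ccn1, by -2.76 (SE 0.48, adjusted p 0.0112), for Rbp7, by -2.59 (SE 0.45, adjusted p 0.0112), and for Gm24270, by -1.62 (SE 0.32, adjusted p 0.0464). It was higher for Thrap3 (2.61, SE 0.48, adjusted p 0.0222) and Cep68 (2.67, SE 0.54, adjusted p 0.0464). These calls held in 21 (Rpl3l), 19 (Ccn1), 21 (Rbp7) and 15 (Thrap3) of 24 alternatives each, but in only 6 of 23 for Gm24270 and 5 of 22 for Cep68. As sets, cardiac stress genes (median -0.24, adjusted p 7.11e-05; estimated correlation adjusted p 0.0660) and immediate early genes (median -0.95, adjusted p 2.63e-06; estimated correlation adjusted p 0.224) passed too. Cytosolic ribosomal protein genes passed narrowly (median 0.0867, adjusted p 0.0490; estimated correlation p 0.560), a call that ended in 10 of 18 alternatives, such as without KO Input replicate 3 (adjusted p 0.720). Of 100 drawn splits of the libraries only the real one, 1 split, gave 6 genes, and the highest other gave 5, a share under 0.05 that argues against chance for the count as a whole, though not for each gene. The margin is thin: without Rpl3l, the knocked-out gene, the real split gave 5, as did 3 of the 100 with it included, and thinned libraries gave 0 genes.

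In KO hearts, Rpl3l reads made up 18.1% of the WT level in Input (exact 95% interval 12.3% to 25.9%) but 1.64% in IP (0.705% to 3.26%). Which part of the gene is disrupted is not given in the sources used here. Counts per gene cannot show where along it these reads lie. The intervals in this paragraph cover counting error only, not differences between libraries. The tables argue against reads of Rpl3 counted as Rpl3l, with 1.98 Rpl3l counts per 100 Rpl3 counts in KO IP (0.849 to 3.94) and 10.5 in KO Input (7.12 to 14.9). They also argue against reads of WT IP libraries, which bring every transcript and would hold each of 10 genes at least 8 times higher in WT IP near the 17.9% of Rpl3l (12.3% to 25.4%) or above, since Gm24187 held 1.37% of its WT IP level in KO Input and Hbb-bh2 0 (at most 3.11% and 8.96% at 95% over the 10 genes), although the pooled share was 7.07%, and 18.2% without Gm24187, with Pm20d2 (87.2%) and Sla2 (41.5%) the highest. What stays open is reads of the WT Input libraries: Scgb1a1 kept 2.21% (1.23% to 3.66%) of its WT level in KO Input, below Rpl3l, but this rests on WT Input replicate 3, without which it kept 15.5% (8.38% to 26.6%). Reads of WT Input replicate 2 alone, which carried 10.4 Scgb1a1 and Bpifa1 counts per 100 Rpl3l counts (16.7, 14.3 and 211 in KO Input replicates 1 to 3), stay open as well, and these sources cannot be told apart from a transcript of the disrupted gene that may be present but little bound by tagged ribosomes, which was not tested.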

How the results depend on the processing

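Leaving out KO Input replicate 3 and WT Input replicate 3 together, leaving out globin genes, Lars2 and 57-bp loci, and the length-trend removal were chosen after the data were seen, and the other alternatives were planned.

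Over all alternatives, single named genes stayed on their side of the threshold in 4783 cases, fell below it in 270 and rose past it in 39. Rpl3 and Rpl3l for KO against WT were counted apart, and there Rpl3 in Input fell below the threshold in 3 cases. No gene past the threshold changed sign, while genes that did not pass lost or changed their sign in 27 cases, such as Atp2a2 in Input, and Myh7 and Ttn in IP, for KO against WT. The fall of Rpl3l in Input and IP and the rise of Rpl3 in IP passed under every alternative run. The causes of the shifts below were not tested.

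Without a count filter 77 genes passed in Input (23 higher, 54 lower), 55 in IP and 37 in the interaction. With the stricter filter 5 genes and 3 lists passed in Input, and the correlation of genotype effects was 0.0483. The DESeq2 test gave 11 genes in IP, and limma-voom 1 for the interaction. Thinned libraries gave 491 genes for IP against Input in WT, 662 in KO and 0 for the interaction (edgeR, 197 at an unadjusted p under 0.05). An estimated correlation left 1 list in Input, 0 in IP, 2 for IP against Input in WT, 4 in KO and 0 for the interaction. Without KO Input replicate 3 and WT Input replicate 3, 6 genes and 8 lists passed in Input, 2 genes and 5 lists in the interaction, Rpl3 in Input had a log2 fold change of 1.00 (adjusted p 0.0506) and the correlation was 5.24e-05. The mitochondrial-chromosome alternative moved nothing, since no such gene was tested, and says nothing about stability. It is still included in the counts of alternatives.

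With each library left out in turn, genes past the threshold ranged from 4 to 17 in Input (17 without WT Input replicate 2, 7 higher and 10 lower), 2 to 7 in IP, 601 to 686 for IP against Input in WT, 739 to 997 in KO and 1 to 8 for the interaction. Lists ranged from 3 to 7, 2 to 8, 8 to 9, 10 to 12 and 2 to 6 in the same order. The correlation ranged from -0.0349 to 0.0227. Rpl3 ranged from 0.87 to 0.98 in Input, below the threshold without WT Input replicate 1 (0.87, adjusted p 0.118) and KO Input replicate 1 (0.87, adjusted p 0.0648), and from 1.27 to 1.47 in IP. Rpl3l ranged from -2.86 to -2.15 in Input and from -6.60 to -5.48 in IP. The lowest gene counts came without WT Input replicate 1 in Input (4), in the interaction (1) and for IP against Input in WT (601), without WT IP replicate 1 in IP (2), and without KO Input replicate 1 for IP against Input in KO (739). Among lists, library totals ended the calls of respiratory chain and mitochondrial ribosomal protein genes in IP (adjusted p 0.142 and 0.0795), of translation factors for IP against Input in WT (0.0580) and of mitochondrial ribosomal protein genes in KO (0.0629). They brought cardiac stress, endothelial and erythroid genes past the threshold in Input (0.0439, 0.0439 and 0.0347) and adipocyte markers in IP (0.0229).

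Thinned libraries gave 8 genes for KO against WT in Input and 6 in IP. At a simulated log2 fold of 1 the test recovered 35.7% of changed genes in Input and 47.5% in IP, and at 2 it recovered 83.8% in Input.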

Other observations

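The tests of the atrial, adipocyte and ribosomal protein patterns and the split counts were chosen after those results were seen, and the splicing-regulator test was written before its result was seen.

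Transcripts of splicing regulators were depleted from the ribosome fraction. Rsrp1, an arginine- and serine-rich protein gene, and the RNA helicase gene Ddx17 were noticed first, with log2 fold changes of IP against Input in WT of -2.60 and -2.06, and in KO of -2.10 and -1.26. Of 22 other splicing-regulator genes, 15 were lower in WT and 11 in KO, with none higher in either. Their median log2 difference from genes of matched length and abundance was -1.03 in WT (95% bootstrap interval -1.51 to -0.84) and -0.80 in KO (-1.24 to -0.50). As a hypothesis, transcripts of this class may be held off ribosomes, for example in the nucleus; where in the cell they lie was not measured.

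Ribosomal protein mRNAs were lower in IP in both genotypes. Their median log2 difference from genes of matched length and abundance was -1.10 in WT (-1.27 to -0.91) and -0.92 in KO (-1.10 to -0.76). This argues against loss of short transcripts alone only as far as the longest annotated transcript, used as the length, is the one expressed. Counts per gene do not show which one was (Rpl22 was taken as 2051 bp and Rps12 as 584 bp). A lower ribosome load of mRNAs that begin with a 5' terminal oligopyrimidine motif stays open. Other such mRNAs lay -0.39 from matched genes in WT (-0.69 to -0.14) and -0.24 in KO (-0.70 to 0.04). For respiratory chain genes the difference from matched genes was 0.01 in WT (-0.27 to 0.14) and -0.04 in KO (-0.16 to 0.11), with 47 of 80 genes matched.

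Atrial, adipocyte and airway transcripts were lower in IP. A tag carried by cardiomyocytes alone would lower the other cell types as well, if the pulldown held no untagged RNA. Against that, 55 fibroblast, endothelial, mural and macrophage genes had a median of 0.0293 in WT (-0.24 to 0.19). No pulldown from untagged hearts is among the 12 libraries, so untagged RNA was not measured and such a tag is not excluded. The median of 18 atrial and adipocyte genes was -3.21 (-3.59 to -1.93). A tag missing from these cells and different pieces of tissue in the fractions cannot be told apart, because the labels do not say how the hearts were divided.

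Other splits of the libraries gave fewer genes than the real groups. Among the 10 splits each, 1 split (the real one) gave 12 genes for KO against WT in Input, where the highest other gave 2. In IP 1 split gave 6 against 2. For IP against Input 1 split gave 926 against 2 in WT, and 1 split gave 1083 against 1 in KO. With 10 splits a share under 0.05 cannot be reached.

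Lists that passed in no comparison were sarcomere and Z-disc genes (smallest adjusted p 0.335), calcium handling (0.158), the integrated stress and unfolded protein response (0.137), ribosome biogenesis (0.0846), mural cell markers (0.518) and macrophage markers (0.145). Mitochondrially encoded, nuclear-retained noncoding and lymphocyte and neutrophil lists had 0 tested members, and the sex-linked, skeletal muscle, and epicardial, Schwann and airway lists 3 each, too few to test.

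Libraries of one group differed in transcripts of blood and airway. Globin shares were 5.80%, 17.2% and 2.36% in WT IP, 6.97%, 3.04% and 1.70% in KO IP, 5.70%, 1.74% and 13.8% in WT Input and 3.80%, 4.26% and 1.74% in KO Input. Scgb1a1 had 104, 8 and 963 counts in WT Input, 2, 1 and 12 in KO Input and 0 in all IP libraries, and Bpifa1 58, 5 and 382, 1, 0 and 7, and 0. Lars2 and the 57-bp loci took 1.06% to 4.73% of a library.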
